# Down-regulation of the zinc-finger homeobox protein TSHZ2 releases GLI1 from the nuclear repressor complex to restore its transcriptional activity during mammary tumorigenesis

**DOI:** 10.18632/oncotarget.6788

**Published:** 2015-12-29

**Authors:** Miho Riku, Shingo Inaguma, Hideaki Ito, Takumi Tsunoda, Hiroshi Ikeda, Kenji Kasai

**Keywords:** TSHZ2, GLI1, CXCR4, AEBP1, breast cancer

## Abstract

Although breast cancer is one of the most common malignancies, the molecular mechanisms underlying its development and progression are not fully understood. To identify key molecules involved, we screened publicly available microarray datasets for genes differentially expressed between breast cancers and normal mammary glands. We found that three of the genes predicted in this analysis were differentially expressed among human mammary tissues and cell lines. Of these genes, we focused on the role of the zinc-finger homeobox protein TSHZ2, which is down-regulated in breast cancer cells. We found that TSHZ2 is a nuclear protein harboring a bipartite nuclear localization signal, and we confirmed its function as a C-terminal binding protein (CtBP)-dependent transcriptional repressor. Through comprehensive screening, we identified TSHZ2-suppressing genes such as *AEBP1* and *CXCR4*, which are conversely up-regulated by GLI1, the downstream transcription factor of Hedgehog signaling. We found that GLI1 forms a ternary complex with CtBP2 in the presence of TSHZ2 and that the transcriptional activity of GLI1 is suppressed by TSHZ2 in a CtBP-dependent manner. Indeed, knockdown of TSHZ2 increases the expression of AEBP1 and CXCR4 in TSHZ2-expressing immortalized mammary duct epithelium. Concordantly, immunohistochemical staining of mammary glands revealed that normal duct cells expresses GLI1 in the nucleus along with TSHZ2 and CtBP2, whereas invasive ductal carcinoma cells, which does not express TSHZ2, show the increase in the expression of AEBP1 and CXCR4 and in the cytoplasmic localization of GLI1. Thus, we propose that down-regulation of TSHZ2 is crucial for mammary tumorigenesis *via* the activation of GLI1.

## INTRODUCTION

Breast cancer is one of the most common malignancies and is increasing fatal worldwide. To date, hundreds of gene expression analyses of breast cancer cells have been performed that identified distinct cellular subtypes and molecular differences among breast cancer patients. However, the molecular changes during mammary tumorigenesis have not been fully elucidated.

Hedgehog (Hh) signaling is key for cell fate determination and tissue patterning during embryonic development and adult tissue restoration. Malfunction of this signaling pathway causes numerous developmental anomalies and in turn its dysregulated activation impacts on the development and progression of many human malignancies, including breast cancer [1, 2]. Indeed, the expression of GLI1, a key transcription factor in the downstream of Hh signaling, clinically associates with unfavorable prognosis of breast cancer patients [3], and experimentally the conditional expression of GLI1 in a transgenic mouse model induced mammary tumors [4], suggesting a crucial role of GLI1 in breast cancer development.

In the canonical pathway of Hh signaling, Hh secreted glycoprotein (Sonic, Indian and Desert hedgehog) associates with a receptor Patched (Ptch) to derepress a seven-transmembrane signal transducer Smoothened (SMO), leading to the expression of *GLI1* through a heterotrimeric G-protein-dependent or independent cascades [1]. In addition, the non-canonical pathway of Hh signaling plays a crucial role for the activation of *GLI1* expression, especially in the development and progression of cancer: transforming growth factor-β (TGFβ) pathway induces SMAD3-dependent transcriptional activation of *GLI2* gene and the consequent GLI2-induced expression of *GLI1* [5]. However, a key step for a full activation of Hh/GLI1 signaling is to enhance the nuclear accumulation and transcriptional activity of GLI1: GLI1 is predominantly expressed in the cytoplasm of cells, but is well-known to shuttle between the cytoplasm and nucleus [6]. And either canonical or non-canonical pathway of Hh signaling somehow enhance the nuclear accumulation and transcriptional activity of GLI1: we reported that oncogenic mutation of *K-RAS* and the activated downstream MAPK/ERK pathway are involved in the derepression of GLI1 from the negative control of Suppressor-of-Fused (SUFU) to enhance the nuclear accumulation and transcriptional activity of GLI1 in pancreatic ductal adenocarcinoma cells [7]. However, in contrast to pancreatic duct epithelium that does not express GLI1, normal duct epithelium of the mammary glands was reported to express GLI1 predominantly in the nucleus, whereas the expression of GLI target gene was not detected [3]. Thus, the mechanisms by which normal duct epithelium suppresses the transcriptional activity of nuclear GLI1 and by which breast cancer cells activate it remain unclear.

In the present study, through the analysis and validation of publicly available microarray datasets, we identified *TSHZ2*, a zinc-finger homeobox gene, as one of three genes down-regulated in breast cancer cells compared with normal mammary glands. We found that TSHZ2 is a nuclear protein that acts as a transcriptional repressor in the presence of the CtBP corepressor protein. Comprehensive screening of genes down-regulated by TSHZ2 revealed that some, but not all, of these genes were up-regulated by GLI1 in a breast cancer cell line. We found that GLI1 formed a ternary complex with CtBP2 in the presence of TSHZ2. Concordantly, knockdown of TSHZ2 in TSHZ2-expressing immortalized mammary duct epithelium revealed the increased expression of GLI1 target genes, including the adipocyte enhancer-binding protein AEBP1 and the chemokine receptor CXCR4. Furthermore, through immunohistochemical analysis, we found that normal duct epithelium expressed GLI1 predominantly in the nucleus along with TSHZ2 and CtBP2: breast cancer cells, which did not express TSHZ2 but CtBP2, exhibited the increase in the expression of AEBP1 and CXCR4 and also in the cytoplasmic distribution of GLI1. Thus, we propose that the down-regulation of TSHZ2 is a key step toward activating pre-existing GLI1 in mammary duct epithelium, leading to increased activity of the Hh/GLI1 signaling cascade.

## RESULTS

### TSHZ2 is down-regulated in breast cancer

To identify candidate genes involved during mammary tumorigenesis, we examined the following seven independent microarray datasets: “Ductal carcinoma *in situ* (DCIS) epithelium *versus* normal breast epithelium” and “invasive ductal breast carcinoma *versus* normal breast epithelium” (GSE14548) [8]; “DCIS *versus* normal tissue”, “invasive ductal breast carcinoma *versus* normal tissue” and “invasive lobular breast carcinoma *versus* normal tissue” (GSE1477) [9]; and “invasive ductal breast carcinoma *versus* normal tissue” and “invasive breast carcinoma *versus* normal tissue” (TCGA). From each dataset, we selected the top 5% of genes that were differentially expressed between breast cancer cells and normal breast epithelium, and then extracted three up-regulated (*ATIC*, *C1orf43*, *RAG1AP1*) and five down-regulated genes (*AMOTL1*, *CRYAB*, *FAM189A2, SDPR* and *TSHZ2*) shared among the seven datasets (Figure 1A; see Supplementary Figure S1 for details). To validate the differential expression of the genes, we employed qRT-PCR analysis of the following samples: as for human mammary glands, we used RNA samples extracted from breast cancer tissues of two independent cases and their corresponding normal mammary tissues as a control (Figure 1B); as for human cultured cells, we used RNA samples extracted from eleven human breast cancer cell lines of distinct intrinsic subtypes [10] and primary culture of normal mammary epithelium (HMEC), and immortalized normal mammary epithelium (HMEC4*htertshp16*) as a control (Figure 1C). We found that of these eight genes only three (*AMOTL1*, *SDPR* and *TSHZ2*) exhibited the expression pattern predicted by the microarray datasets (Figure 1B and 1C): namely, these three genes were down-regulated in both human breast cancer tissues (compared to normal mammary tissue; Figure 1B) and breast cancer cell lines (compared to HMEC4*htertshp16*; Figure 1C).

**Figure 1:**
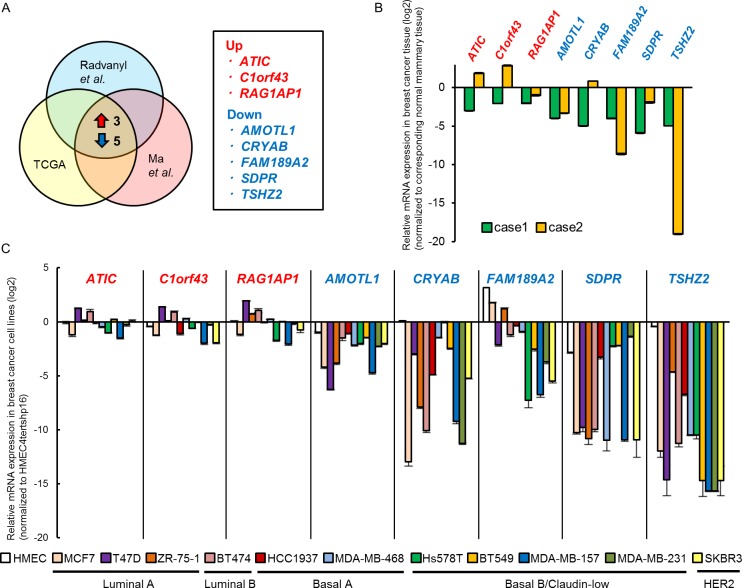
TSHZ2 is down-regulated in breast cancer **A.** Schema of the identification of candidate genes involved in mammary tumorigenesis. The top 5% of genes differentially expressed between normal mammary glands and breast cancers were compared and three up-regulated (*ATIC*, *C1orf43*, *RAG1AP1*) and five down-regulated (*AMOTL1*, *CRYAB*, *FAM189A2, SDPR* and *TSHZ2*) genes were shared among datasets (see also Supplementary Figure S1). **B.** qRT-PCR analysis of gene expression in breast cancer tissue and corresponding normal mammary tissue. Data are presented relative (log2 scale) to the expression level in corresponding normal mammary tissue. *Columns*, mean values; *bars*, SD. **C.** qRT-PCR analysis of gene expression in human breast cancer cell lines as well as normal mammary epithelium in primary culture (HMEC) and immortalized normal mammary epithelium (HMEC4*htertshp16*). Data are presented relative (log2 scale) to the expression level in HMEC4*htertshp16* cells. *Columns*, mean values; *bars*, SD.

Among these three genes, the roles of AMOTL1 and SDPR in cancer cell biology were largely analyzed: AMOTL1 (angiomotin-like 1) and its paralog ANGIOMOTIN (AMOT) suppresses the Hippo pathway by interacting with the YAP and TAZ effectors [11]; the down-regulation of *SDPR/CAVIN2* mRNA affects caveola formation in breast cancer cells [12]. The down-regulation of *TSHZ2* mRNA was also reported in breast and prostate cancer cell lines [13]. However, unlike *AMOTL1* and *SDPR*, the role of TSHZ2 down-regulation in cancer cells has not been fully elucidated. We therefore focused our analysis on TSHZ2.

### TSHZ2 is a *bona fide* nuclear protein

TSHZ2, a mammalian homolog of *Drosophila* Teashirt/Tiptop, contains four zinc-finger (ZF) domains, a homeobox domain and a coiled-coil domain (Figure 2A) [14]. However, the region responsible for the subcellular localization of TSHZ2 has not been identified. We therefore examined the subcellular localization of TSHZ2 by transfecting DsRed-tagged expression vectors into HEK293T cells. We observed the nuclear accumulation of DsRed-tagged TSHZ2 (DsRed-TSHZ2) (Figure 2B). Consistently, nuclear localization signal (NLS) prediction software (cNLS Mapper) [15] indeed indicated a bipartite nuclear localization signal (245-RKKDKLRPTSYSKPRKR) between the first and second ZF domains (Figure 2A). Thus, we constructed the expression vectors for DsRed-TSHZ2 harboring a mutated NLS (NLS1mt, 2mt and 3mt) and examined their subcellular localization by transfection. We found that DsRed-TSHZ2^NLS3mt^, but neither DsRed-TSHZ2^NLS1mt^ nor DsRed-TSHZ2^NLS2mt^, was excluded from the nucleus (Figure 2B; Figure 2A for mutated NLS sequence), indicating responsibility for the nuclear accumulation. Furthermore, immunohistochemical analysis revealed that endogenous TSHZ2 protein was expressed in the nuclei of normal duct epithelium and myoepithelium of human mammary glands as shown below (see Figure 6A for immunohistochemical staining). These evidences indicated that TSHZ2 is a *bona fide* nuclear protein.

**Figure 2:**
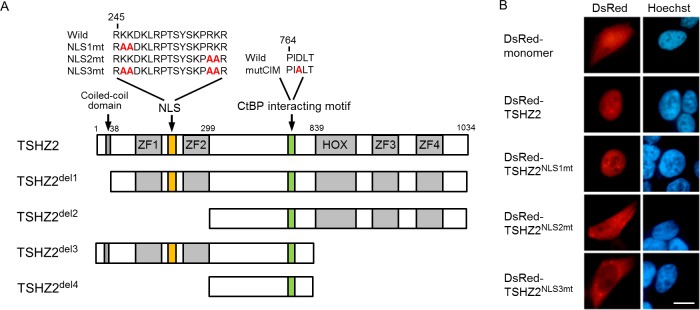
TSHZ2 is a nuclear protein **A.** Structure of human TSHZ2 as well as mutated and deleted constructs. **B.** Subcellular localization of DsRed-TSHZ2 and mutant proteins in transiently transfected HEK293T cells. *Bar*, 10 μm.

### TSHZ2 functions as a CtBP-dependent transcription repressor

*Drosophila* Teashirt/Tiptop was previously reported to harbor an interaction motif for the transcriptional corepressor CtBP (CtBP-interaction motif; *hereafter*, CIM) [14]. We also found a putative CIM (764-PIDLT) in human TSHZ2 (Figure 2A). Indeed, immunoprecipitation analysis revealed that myc-tagged TSHZ2, but not TSHZ2 harboring a mutated CIM (764-PIALT; mutCIM, Figure 2A), associated with FLAG-tagged CtBP2 in HEK293T cells (Figure 3A). Unfortunately, we failed to immunoprecipitate either endogenous TSHZ2 or CtBP1/2 proteins efficiently from *TSHZ2*-expressing HMEC4*htertshp16* cells due to the poor accessibility of antibodies to these proteins that might be incorporated in a multi-molecular repressor complex (data not shown). However, *in situ* proximity ligation assay (PLA) using 2 μm human mammary tissue sections revealed that endogenous TSHZ2 associated with endogenous CtBP2 in the nucleus of normal human mammary gland duct epithelium (Figure 3B), suggesting their association *in vivo*. Furthermore, we found that TSHZ2 suppressed the thymidine kinase minimal promoter (TKmini)-driven activation of the luciferase reporter gene in the CIM-dependent manner (Figure 3C). Taken together with the nuclear expression of TSHZ2 and CtBP2 in normal duct epithelium as shown below (Figure 6A), these data indicate that TSHZ2 is a nuclear protein that acts as a CtBP-dependent transcriptional repressor in normal duct epithelium.

**Figure 3:**
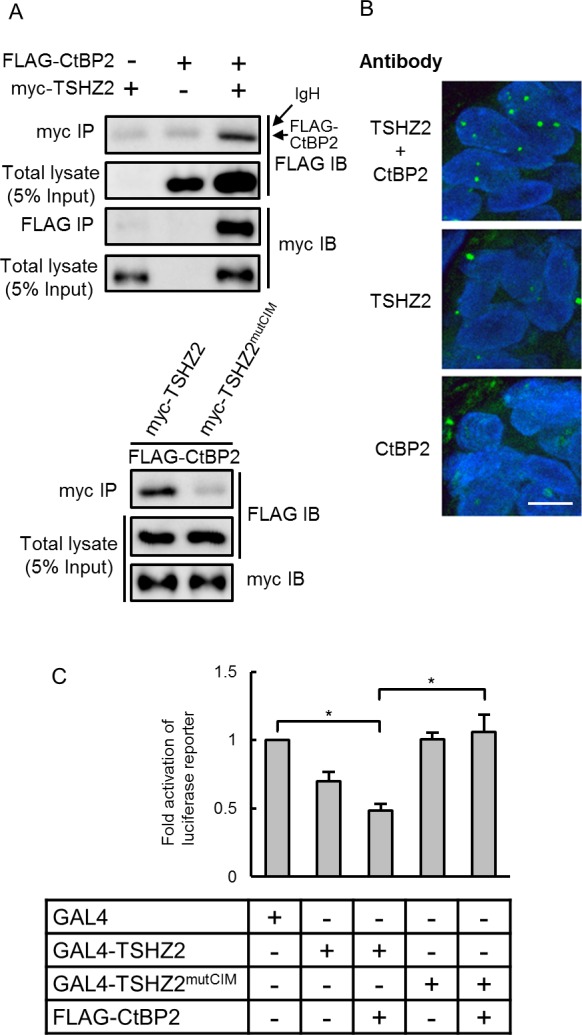
TSHZ2 is a CtBP-dependent transcriptional repressor **A.** Immunoprecipitation analysis. HEK293T cells were transiently transfected with the indicated expression vectors and used in immunoprecipitation analysis. IgH indicates the immunoglobulin heavy chain of the anti-myc tag antibody weakly cross-reacted to a secondary antibody for immunodetection. **B.** *In situ* PLA was performed using tissue sections cut from human mammary tissue blocks. DAPI was used to mark nuclei. *Bar*, 10 μm. **C.** Luciferase reporter assay. Cells were transiently transfected with either GAL4 or GAL4-fused TSHZ2 expression vector (wild-type or mutCIM) along with pG5TKluc, UAS-containing thymidine kinase minimal promoter-driven luciferase vector, and *Renilla* luciferase vector. *Columns*, means of three independent experiments; *bars*, SD. *P < 0.01.

### TSHZ2 associates with and accumulates GLI1 in nucleus

Given that TSHZ2 acts as a transcriptional repressor and is down-regulated in breast cancer cells (Figure 1B and 1C; see Figure 6A for immunohistochemical staining), we investigated genes up-regulated in breast cancer cells upon TSHZ2 down-regulation. To this end, we established either TSHZ2 or a control LacZ-expressing cells from a human breast cancer cell line MCF-7 (MCF-7^TSHZ2^ and MCF-7^LacZ^, respectively) and searched for genes differentially expressed between MCF-7^TSHZ2^ and MCF-7^LacZ^ *via* expression microarray analysis. 

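Total RNA of 1 MCF-7 TSHZ2 sample and 1 MCF-7 LacZ sample was measured on 1-colour Agilent expression arrays, 1 array per condition. MCF-7 is an estrogen receptor-positive line of luminal breast cancer cells, and LacZ, which encodes bacterial β-galactosidase, served as the control for introducing a gene. For each sample, 0.1 μg of RNA was labelled with Cy3. The methods name the 4×44K format, whereas each scanner file holds 62976 spots, of which 58717 are non-control spots that represent 50599 probes. Both arrays were on 1 slide and were scanned together, so neither slide nor scan differed between the conditions. The authors deposited the spot intensities that Agilent Feature Extraction gave after its background subtraction, and a table of probe values divided by each array's 75th percentile. Of the non-control spots, 60.3% were well above background for MCF-7 LacZ and 56.3% for MCF-7 TSHZ2, and no spot was saturated on either array. From the deposited intensities, the log2 signal of each probe was taken relative to the 75th percentile of the probes' signals, which was 747 for MCF-7 LacZ and 592 for MCF-7 TSHZ2. The scanner files give accessions and no gene symbols, and 28174 of 50598 probes (55.7%) were matched by RefSeq accession to a symbol in the GRCh38.p14 gene table, giving 20503 genes. Each gene was read from its brightest probe, and the 15559 genes well above background on at least 1 array were compared. Of these, 14441 were well above background on both arrays, 881 for MCF-7 LacZ alone and 237 for MCF-7 TSHZ2 alone. For a gene seen on 1 array alone, the floor was the lowest signal well above background on the other array. The dim side was set to the higher of its own signal and this floor. Where the floor was used, the difference is a lower bound. Where the gene's own signal was higher, it is the measured difference. With 1 array per condition, no difference below has a replicate check and no test was possible, and genes were taken as higher or lower by a fixed size of 2-fold. The errors given are technical, from the scanner software's error of each spot, and leave out the spread between cultures, labellings and hybridizations. For a gene given as a bound, the spot error is that of the difference between the 2 measured signals, not of the bound. Over probes with at least 8 replicate spots, the median SD of the log2 signal within an array was 0.058 for MCF-7 LacZ and 0.056 for MCF-7 TSHZ2. In a simulation of the MCF-7 TSHZ2 and MCF-7 LacZ comparison, both arrays were made from the MCF-7 LacZ array and its spot errors, and 16639 genes were run. There, 49 of 50 genes made 2.5-fold different and 384 of 16439 unchanged genes passed 2-fold. Detection there was a cut at the lowest signal well above background on the MCF-7 LacZ array, scaled to each simulated array. It took the place of the scanner software's call, and more genes were run than the 15559 compared here. The count of 384 is therefore not the number of false calls to expect in the real comparison. The changed genes were drawn from bright genes alone, so their share does not hold for dim genes, which were among the unchanged ones.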

We identified 1,612 up-regulated and 1,114 down-regulated genes dependent on TSHZ2 expression (GSE64351). 

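TSHZ2 itself was at least 11.9-fold higher in MCF-7 TSHZ2 cells, a log2 difference of at least 3.58 with a spot error of 0.49, and was not well above background in MCF-7 LacZ cells. It was read from 1 probe whose place in the transcript is not known here, so whether the value measures the introduced TSHZ2, the cells' own transcript or both was not determined. Genes of the cell division cycle were lower in MCF-7 TSHZ2 cells. Of 29 mitosis and cell cycle genes, 21 were at least 2-fold lower and none was 2-fold higher, with a median log2 difference of -1.36. They include CCNA2 (-1.87), which encodes cyclin A2, the proliferation marker MKI67 (-1.87), the mitotic kinesin KIF20A (-1.76) and CDC20 (-1.74), an activator of the anaphase-promoting complex. Of 30 DNA replication genes, 22 were at least 2-fold lower and none was 2-fold higher, with a median of -1.23, among them CDC25A (-1.84), CDC6 (-1.80), CCNE2 (-1.70) and RRM2 (-1.65), a subunit of ribonucleotide reductase. Genes induced by interferon were higher. Of 33 such genes, 22 were at least 2-fold higher and none was 2-fold lower, with a median of 1.31, among them IFIT1 (4.02), IFI6 (3.66) and OAS1 (3.08), and DDX60 was at least 16.7-fold higher (spot error 0.60). Of 34 genes that respond to amino acid shortage or endoplasmic reticulum (ER) stress, 15 were at least 2-fold higher, 19 lay within 2-fold and 8 of these below 0, with a median of 0.83. The higher ones were led by the stress-induced NUPR1 (4.54), the cystine transporter gene SLC7A11 (2.89), CHAC1 (2.84) and the asparagine synthetase gene ASNS (2.82), and the lowest were the ER stress genes CRELD2 (-0.68) and SDF2L1 (-0.61), these 2 picked out after their values were seen. Of 19 basal and myoepithelial markers, 7 were at least 2-fold higher and 1 was lower. Without scaling these counts were 5 and 2, and with normexp 7 and none. KRT6A was at 3.40, KRT17 at 2.21 and CD44 at 1.97. The desmosomal cadherin gene DSG3 was at least 6.05-fold lower, with a spot error of 1.45 on the log2 scale. Other genes among the largest differences were KRT6C (3.56), SNORA28 (3.96), PSG1 (3.41) and PSG8 (3.19) on the higher side, and PLAGL1 (-3.95), P2RY6 (-3.13), GAL (-2.93), which encodes galanin, AOX1 (-2.81) and LRP8 (-2.74) on the lower side. The KRT6 and PSG genes have near-identical family members whose transcripts a probe could not always separate. RNF217, C9 and EDNRB were well above background in MCF-7 TSHZ2 cells alone. RNF217 was at least 30.2-fold and C9 at least 29.9-fold higher, each with a spot error of 1.45 on the log2 scale. EDNRB was 23.6-fold higher with a spot error of 0.40, a measured difference, since its own MCF-7 LacZ signal lay above the floor. With normexp background correction the log2 differences of RNF217, C9 and EDNRB were 2.80, 2.77 and 2.61.

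**Figure D1:**
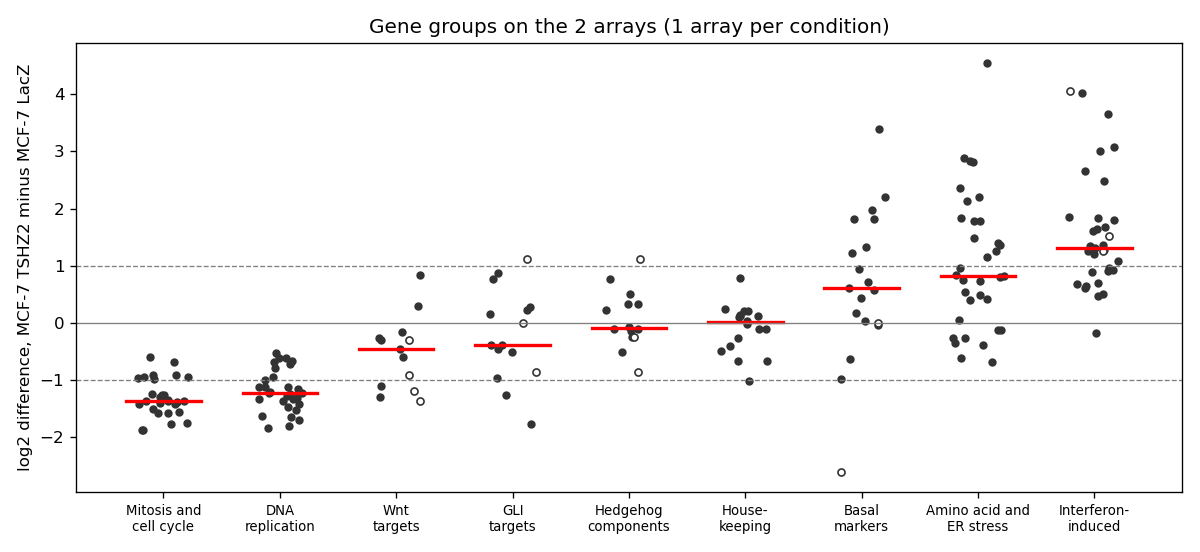
Log2 difference of MCF-7 TSHZ2 minus MCF-7 LacZ (vertical axis) for the tested genes of 9 gene groups (horizontal axis), 1 point per gene, with open points for genes well above background on 1 array alone, the red line at the group's median and dashed lines at 2-fold. The medians run from -1.36 for mitosis and cell cycle genes to 1.31 for interferon-induced genes, with housekeeping genes at 0.01.

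Over all 15559 tested genes, 940 were at least 2-fold higher and 658 at least 2-fold lower in MCF-7 TSHZ2 cells, so that 58.8% of these were higher. The balance is set by the scaling. Without scaling, where the median of all genes lay at -0.34 in place of -0.01, 24.0% were higher, and with scaling to the 7 E1A spike-in probes, an alternative chosen after seeing the data, the median lay at -0.24 and 33.4% were higher. With normexp background correction, 515 genes were higher and 428 lower, and the bound for TSHZ2 was 1.85. Normexp was run with an offset of 50 added to every signal, which draws the differences of dim probes toward 0 by construction. How much of each change comes from the offset was not measured. Of the genes named above, normexp brought CDC6 (-0.74) and DSG3 (-0.89) within 2-fold. It left DDX60 at 2.30, OAS1 at 2.42, KRT6A at 2.56, KRT6C at 1.97, KRT17 at 1.36 and PSG1 at 2.15. On the lower side it left PLAGL1 at -2.63 and P2RY6 at -2.15. Without scaling, 28 of the 29 mitosis genes and 26 of the 30 replication genes were at least 2-fold lower. With normexp, 21 and 21 were. Of the 33 interferon-induced genes, 16 were at least 2-fold higher without scaling and 18 with normexp. Of the 34 amino acid and stress genes, 13 were higher and 1 lower without scaling, and 15 were higher with normexp. As a description of these 2 arrays, 95% of the medians of 10000 random lists matched on size and mean level lay between -0.25 and 0.14 for the mitosis list, between -0.25 and 0.15 for the replication list, between -0.20 and 0.19 for the interferon list and between -0.22 and 0.15 for the amino acid and stress list.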

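AEBP1, CXCR4, DIO2 and TMEM158 were each at least 2-fold lower in MCF-7 TSHZ2 than in MCF-7 LacZ cells. AEBP1 (NM_001129), which encodes adipocyte enhancer-binding protein, was lower by a log2 difference of -1.46 with a spot error of 0.24, which is 2.75-fold. CXCR4 (NM_001008540), the receptor of the chemokine CXCL12, differed by -1.43 with a spot error of 0.21. TMEM158 (NM_015444) differed by -1.17 with a spot error of 0.26. DIO2 (NM_013989), a deiodinase that activates thyroid hormone, was well above background in MCF-7 LacZ cells alone and was at least 3.83-fold lower in MCF-7 TSHZ2 cells, with a spot error of 0.54, and its second probe was above background on neither array. TCEA2 (NM_003195), a transcription elongation factor, was higher in MCF-7 TSHZ2 cells, by 0.85 with a spot error of 0.20, or 1.81-fold. Each of AEBP1, CXCR4, TCEA2 and TMEM158 was read from 1 probe. GLI1 was well above background on neither array, so no difference is given for it. Of 15 textbook GLI target genes tested, 2 were at least 2-fold lower, SOX2 (-1.77) and FOXM1 (-1.25), but 4 were without scaling and with E1A spike-in scaling and 3 with lowess. FOXM1 is also in the list of mitosis and cell cycle genes, which were lower as a group. The median of the 15 GLI target genes was -0.38, with 8 genes below 0 and 6 above. This median lay below the central range of random lists matched on size and mean level, -0.3 to 0.31. Without scaling it was -0.71. PTCH1, a Hedgehog receptor gene seen in MCF-7 TSHZ2 cells alone, had a bound of 1.12 with a spot error of 0.57. That bound was under 2-fold without scaling (0.78), with quantile (0.97), lowess (0.81) and normexp (0.62) and with E1A spike-in scaling (0.89), the last chosen after seeing the data, and the second probe of PTCH1 was above background on neither array. Of 14 Hedgehog pathway components, no other gene passed 2-fold, although 1 was 2-fold lower without scaling, with lowess and with E1A spike-in scaling, SMO differed by 0.34 with a spot error of 0.33, and the 3 probes of SUFU ran from -0.51 to 0.67. Among the cofactors, CTBP1 differed by -0.35 and CTBP2 by 0.01, but by -0.68 and -0.32 without scaling. With normexp background correction, AEBP1 (-0.86), DIO2 (-0.91) and TMEM158 (-0.42) were within 2-fold, and without scaling TCEA2 differed by 0.52.

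**Figure D2:**
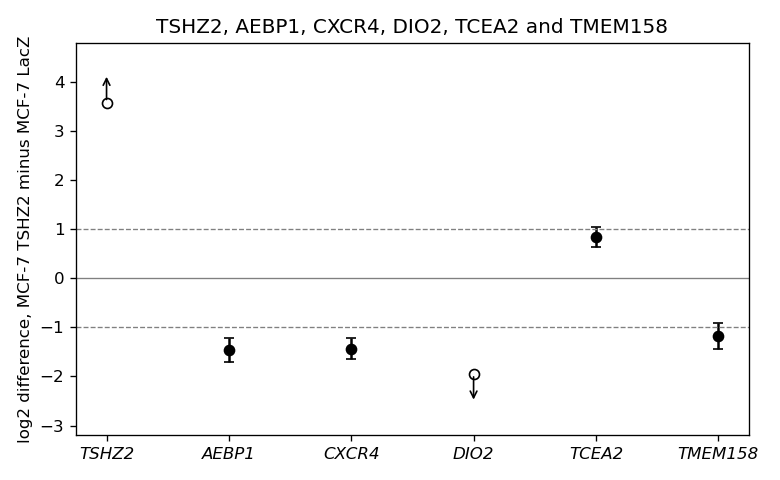
Log2 difference of MCF-7 TSHZ2 minus MCF-7 LacZ (vertical axis) for TSHZ2, AEBP1, CXCR4, DIO2, TCEA2 and TMEM158 (horizontal axis), 1 array per condition. Filled points carry the spot error, open points with arrows are lower bounds on the size, and dashed lines mark 2-fold; AEBP1, CXCR4, DIO2 and TMEM158 lie below -1 and TCEA2 at 0.85.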

Intriguingly, *AEBP1*, *CXCR4*, *DIO2* (*deiodinase, iodothyronine, typeII*), *TCEA2* (*transcription elongation factor SII, 2*) and *TMEM158* (*transmembrane protein 158*) were among the down-regulated genes in MCF-7^TSHZ2^ cells, whereas we previously identified these as genes up-regulated in GLI1-overexpressing MCF-7^GLI1^ cells (GSE64350; Figure 4A) [16]. We therefore sought to understand whether TSHZ2 interfered with the transcriptional activity of GLI1. We first examined the association of GLI1 and GLI2 with TSHZ2, as well as TSHZ1 and TSHZ3 (the other members of the TSHZ protein family), by immunoprecipitation assay. We found that both HA-tagged GLI1 and GLI2 co-immunoprecipitated with myc-TSHZ2 but not myc-TSHZ1 or myc-TSHZ3, and that myc-TSHZ2 reciprocally co-immunoprecipitated with FLAG-EGFP-tagged GLI1 and GLI2 (Figure 4B). Using deletion variants of TSHZ2, we found that both the ZF1-2 and the Hox/ZF3-4 domains were required for the association with GLI1 and GLI2 (Figure 4C; see Figure 2A for deletion constructs). GLI1 shuttles between the cytoplasm and nucleus but is well-known to be observed predominantly in the cytoplasm [6], as shown in Figure 4D. However, we found that in the presence of DsRed-TSHZ2 but not DsRed-TSHZ2^del4^, EGFP-tagged GLI1 and GLI2 accumulated predominantly in the nuclei of HEK293T cells (Figure 4D). This evidence is consistent with the predominant localization of endogenous GLI1 in the nucleus of normal duct epithelium in contrast to the cytoplasmic distribution or both the nucleus and cytoplasm distribution of GLI1 in invasive ductal carcinoma of no special type (IDC) cells as shown below (see Figure 6A for immunohistochemical staining).

**Figure 4:**
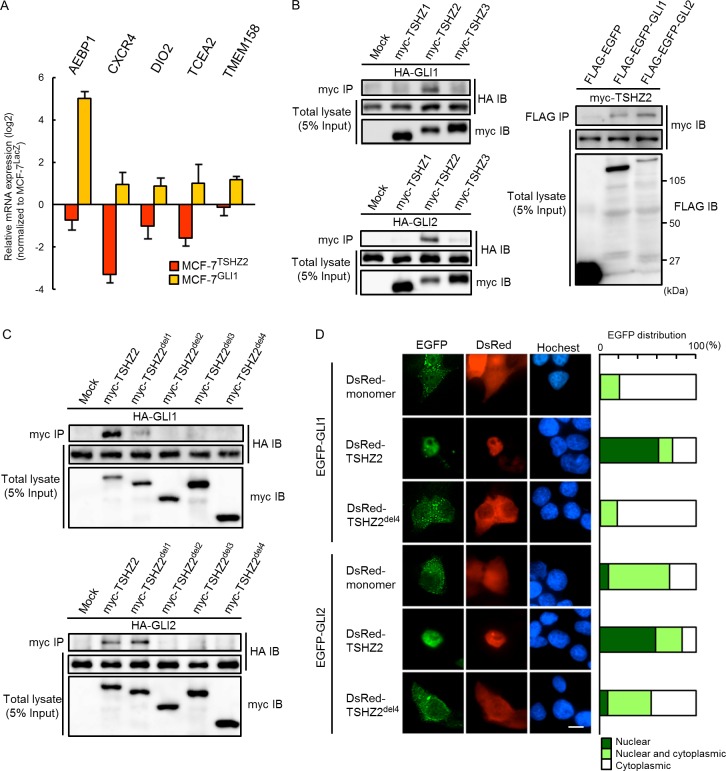
TSHZ2 associates with and accumulates GLI1 in nucleus **A.** qRT-PCR analysis of MCF-7^TSHZ2^, MCF-7^GLI1^ and MCF-7^LacZ^ gene expression. Data are presented relative (log2 scale) to MCF-7^LacZ^. *Columns*, mean values; *bars*, SD. **B.** and **C.** Immunoprecipitation analysis. HEK293T cells were transiently transfected with the indicated expression vectors and used in immunoprecipitation analysis. **D.** Subcellular localization of EGFP-GLI1 and EGFP-GLI2 in transiently transfected HEK293T cells. *Right*, The ratio of the subcellular distribution of EGFP or EGFP-fused proteins. The result was based on the estimation of more than one hundred transfectants. Bar, 10μm.

### TSHZ2 suppresses transcription activity of GLI1

We next ascertained whether TSHZ2 suppressed the transcriptional activity of GLI1. Immunoprecipitation analysis revealed that HA-GLI1 co-immunoprecipitated with FLAG-CtBP2 in the presence of myc-TSHZ2, and that the association between HA-GLI1 and FLAG-CtBP2 was dependent on the CIM of TSHZ2 (Figure 5A; see Supplementary Figure S2 for HA-GLI2 immunoprecipitation). Furthermore, *in situ* PLA revealed that endogenous GLI1 associated with endogenous CtBP2 in the nucleus of normal human mammary gland duct epithelium (Figure 5B). These results indicated that GLI1 forms a ternary complex with CtBP2 in the presence of TSHZ2. Concordantly, reporter assay using GLI-binding site-containing luciferase reporter constructs revealed that TSHZ2 suppressed the transcriptional activity of GLI1 in a CtBP2-dependent manner (Figure 5C). In addition, we found that the expression of AEBP1 and CXCR4, which are direct target genes of GLI1 [16] (Supplementary Figure S3 for the direct *AEBP1* regulation by GLI1), was increased following knockdown of TSHZ2 in HMEC4*htertshp16* cells (Figure 5D). Furthermore, being consistent with TSHZ2-mediated suppression of CXCR4 expression (Figure 4A), we found that CXCL12-induced breast cancer cell migration was inhibited by the expression of TSHZ2 but neither LacZ nor TSHZ2^del4^ (Supplementary Figure S4). Taken together, these evidences indicated that in normal mammary gland duct epithelium TSHZ2 binds GLI1 to a CtBP-containing transcriptional repressor complex, leading the supression of GLI1-target gene expression.

**Figure 5:**
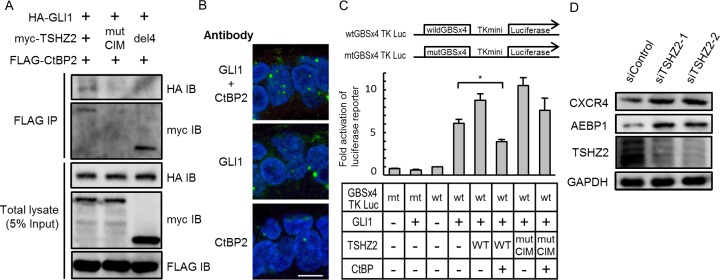
TSHZ2 suppresses the transcriptional activity of GLI1 **A.** Immunoprecipitation analysis. HEK293T cells were transiently transfected with the indicated expression vectors and used in immunoprecipitation analysis. **B.** *In situ* PLA was performed using tissue sections cut from human mammary tissue blocks. DAPI was used to mark nuclei. *Bar*, 10 μm. **C.** Luciferase reporter assay. Cells were transiently transfected with the indicated expression vectors and either wtGBSx4TKLuc or mtGBSx4TKLuc. To normalize the transfection efficiency, *Renilla* luciferase vector was also transfected. *Columns*, mean of three independent experiments; *bars*, SD. *P < 0.01. **D.** Immunoblot analysis of siRNA-transfected HMEC4*htertshp16* cells.

### Expression of TSHZ2, GLI1 and targets in mammary glands

Finally, we examined the expression of TSHZ2, CtBP2, GLI1, CXCR4 and AEBP1 in human mammary glands. We selected 36 cases of invasive ductal carcinoma of no special type (IDC) (20 cases of estrogen receptor (ER)-positive cancer and 16 cases of ER-negative cancer) along with 18 normal tissues from the archives of the Department of Pathology at Aichi Medical University Hospital, based on the availability, and served them for immunohistochemical analysis. The immunoreactivity was semiquantitatively scored with a three-tiered scale. In accordance with the qRT-PCR analysis of breast cancer tissues and cell lines (Figure 1B and 1C), we found that TSHZ2 was strongly expressed in the nuclei of normal duct epithelium, as well as myoepithelium of human mammary glands, whereas its expression level was markedly reduced in IDC cells (Figure 6A for representative photos; Table for the statistical analysis; Supplementary Table for the details). CtBP2 was expressed in the nuclei of normal duct epithelium and IDC cells (Figure 6A, Table 1). Immunofluorescence staining demonstrated that TSHZ2 and CtBP2 were co-localized in the nuclei of normal duct epithelium (Supplementary Figure S5). We also recognized that the expression level of CtBP2 was higher in IDC cells than normal duct epithelium, supposedly due to the possibility that GLI1 enhances the transcription of CtBP2, as previously reported [17]. And we found that normal duct epithelium expressed GLI1 predominantly in nucleus along with TSHZ2 and CtBP2, whereas IDC cells showed GLI1 expression mainly in the cytoplasm or both nucleus and cytoplasm with the increased expression level of GLI1 (Figure 6A, Table 1). As for AEBP1 and CXCR4, we found that the expression levels of these GLI1 target gene products were statistically increased in IDC cells (Figure 6A, Table 1). Next, we compared TSHZ2 expression level with AEBP1, CXCR4 and GLI1 expression level and also with the subcellular distribution of GLI1. We found that the expression level of TSHZ2 was statistically related inversely with the expression level of AEBP1 and CXCR4 as well as GLI1 (Figure 6B). And we also found that the reduction of TSHZ2 expression level statistically correlated with the dominance of cytoplasmic distribution of GLI1 (Figure 6C). Based on a previous report showing that GLI1 up-regulates the expression of *GLI1* mRNA [18], these analyses suggested that the reduction of TSHZ2 expression in IDC cells associates with the increase in the transcriptional activity of GLI1, leading to the up-regulation of GLI1 target genes such as AEBP1, CXCR4 as well as GLI1 itself.

**Table 1:** The protein expression and GLI1 subcellular localization in normal mammary duct epithelium and invasive ductal carcinoma cells

	Normal	Invasive carcinoma			
		Total cases	ER (+) cases	ER (-) cases	*p*-value^a^
**Intensity (mean±SD)**					
TSHZ2	2.94 (±0.24)	1.00 (±0.79)	1.55 (±0.51)	0.31 (±0.48)	<0.05^b^
CtBP2	1.06 (±0.24)	2.00 (±0.79)	1.85 (±0.81)	2.19 (±0.75)	<0.05^b^
GLI1	1.06 (±0.24)	2.31 (±0.58)	2.05 (±0.51)	2.63 (±0.50)	<0.05^b^
CXCR4	0.67 (±0.49)	2.47 (±0.56)	2.35 (±0.59)	2.63 (±0.50)	<0.05^b^
AEBP1	1.06 (±0.24)	1.72 (±0.66)	1.45 (±0.51)	2.06 (±0.68)	<0.05^b^
**GLI1 localization (n, %)**					
Nuclear dominant	16 (89%)	7 (19%)	7 (35%)	0 (0%)	
Nuclear & cytoplasmic	2 (11%)	15 (42%)	10 (50%)	5 (31%)	<0.05^c^
Cytoplasmic dominant	0 (0%)	14 (39%)	3 (15%)	11 (69%)	

a Normal vs Total cases of invasive carcinoma;

b Mann-Whitney U-test;

c chi-square test

**Figure 6:**
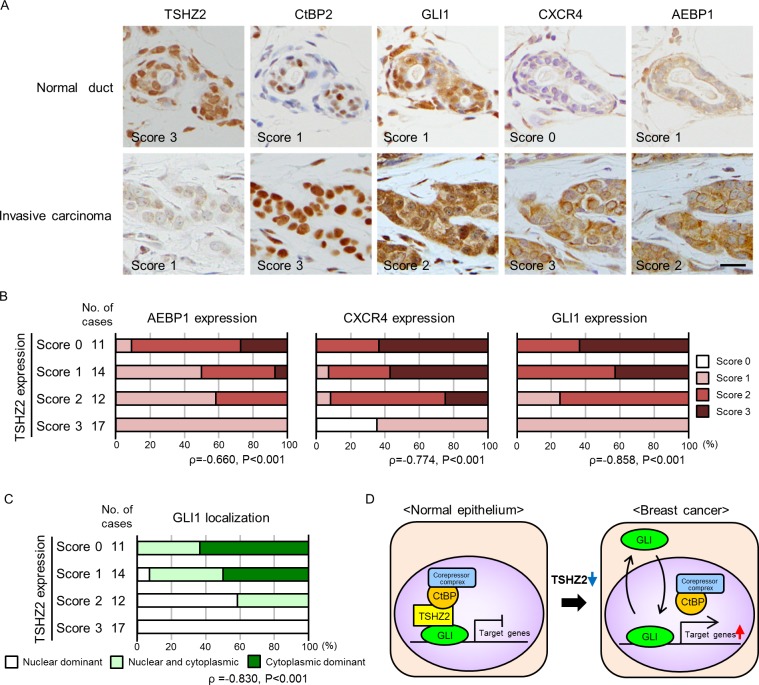
Immunohisctochemical analysis of human mammary glands **A.** Immunohistochemical staining of human mammary tissues. The expression of TSHZ2, CtBP2, GLI1, CXCR4 and AEBP1 was evaluated by staining intensity and semi-quantitatively scored (negative, 0; weak, 1; moderate, 2; strong, 3) as indicated in the photos. *Bar*, 20 μm. **B.** Correlation of TSHZ2 expression with AEBP1, CXCR4 and GLI1 expression. **C.** Correlation of TSHZ2 expression with the subcellular distribution of GLI1. **D.** A schematic of the proposed mechanism for GLI1 activation during mammary tumorigenesis. In normal mammary gland duct epithelium, GLI1 is sequestered in nucleus and its transcriptional activity is suppressed by the TSHZ2-CtBP2 repressor complex. During tumorigenesis, TSHZ2 is down-regulated, and in turn, GLI1 is released from the TSHZ2-containing repressor complex and is shuttled between subcellular compartments, thereby enabling the transactivation of target gene expression.

## DISCUSSION

Dysregulated activation of Hh/GLI1 signaling was well-known to impact on the multifarious signaling cascades of many human malignancies: the Smo- or GLI1-mediated activation of Hh signaling promotes the phosphorylation of MDM2 and the ubiquitination and degradation of p53, leading to the inhibition of p53-medaited apoptosis of DNA-damaged cells [19]; the over-expression of GLI1 and GLI2 increased the self-renewal of the mammary stem cell through the up-regulation of BMI-1 [20]. Furthermore, in a transgenic mouse model, the conditional expression of GLI1 was revealed to induce mammary tumors [4]. These reports suggest a crucial role of GLI1 in the development and progression of human malignancies [2]. However, the molecular mechanism to activate the Hh/GLI1 signaling during mammary tumorigenesis has not fully understood. Based on the evidences from the present study, we propose the molecular mechanism of GLI1 activation as follows. In normal duct epithelium, GLI1 accumulates but is confined in the nucleus as part of a transcriptional repressor complex including TSHZ2 and CtBP. During tumorigenesis, TSHZ2 is down-regulated and then GLI1 is released from the complex, whereupon it exhibits the transcriptional activity and shuttles between the nucleus and cytoplasm. Target genes of GLI1 are induced, leading to contribute the cellular properties, such as the proliferation (by AEBP1) and metastasis (by CXCR4) of breast cancer cells [16, 21, 22] (Figure 6D). In this scenario, TSHZ2 down-regulation functions as a “non-canonical” activator of Hh/GLI1 signaling cascade. Intriguingly, a previous report revealed that the promoter region of T*SHZ2* is not methylated in breast cancer cell lines [13], leaving a question of how TSHZ2 is down-regulated in breast cancer cells for future investigation.

We found in the present study that TSHZ2, but not TSHZ1 and TSHZ3, binds to GLI1 and GLI2. TSHZ family consists of three members, TSHZ1, TSHZ2 and TSHZ3, and to date, the knowledge about the function of TSHZ family members is limited: exceptionally, TSHZ3 was reported to form a ternary complex with SOX9 and Myocardin to disrupt the Myocardin-dependent expression of smooth muscle specific genes [23] and also to suppress a myogenic gene regulation by the association with Brg1-associated factor 57 (BAF57/SMARCE1), a member of ATP-dependent chromatin remodeling SWI/SNF complex [24]. TSHZ family members share the conserved zinc-finger domains and HOX domain, therefore, we speculate that TSHZ2 might bind to not only GLI1/GLI2 but also other transcriptional regulators that control the gene expression crucial for mammary tumorigenesis: TSHZ2 down-regulation-mediated derepression of these genes might contribute mammary tumorigenesis. For instance, we found that TSHZ2 over-expression in MCF-7 cells suppressed the expression of genes such as *ADAM28* [25, 26], which was reported to impact on the breast cancer biology (see GSE64351 for the details).

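ADAM28 (NM_021777) encodes a membrane-anchored metalloproteinase. Its 1 probe was well above background on the MCF-7 LacZ array, with a processed signal of 66.4, and not on the MCF-7 TSHZ2 array, with 6.11. ADAM28 was therefore at least 1.98-fold lower in MCF-7 TSHZ2 cells, a bound close to 2-fold, since the lowest signal well above background on the MCF-7 TSHZ2 array was 26.6. The spot error of 1.46 on the log2 scale belongs to the difference of the measured signals, -3.11, and not to the bound. With normexp background correction the bound was a log2 difference of -0.18. Of 25 ADAM, ADAMTS, MMP and TIMP genes tested, 3 were at least 2-fold lower, 2 were at least 2-fold higher and the median log2 difference was 0.00. This near balance is set by the scaling: without scaling 6 were lower and none was higher, with a median of -0.33, and with E1A spike-in scaling 4 were lower and none was higher. ADAM22 was lower by -1.51 with a spot error of 0.22 and TIMP4 by -1.23 with a spot error of 0.27, and MMP16 was at least 3.01-fold lower with a spot error of 1.46. TIMP2, which encodes an inhibitor of metalloproteinases, was higher by 1.20 with a spot error of 0.20. With normexp, MMP16 (-0.50) and TIMP4 (-0.56) were within 2-fold, and TIMP2 was within 2-fold without scaling (0.87) and with E1A spike-in scaling (0.97), which was chosen after seeing the data. The paper gives ADAM28 as a gene whose expression was suppressed, and raises the possibility that TSHZ2 might bind transcriptional regulators other than GLI1 and GLI2.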

It has been thought that either the canonical or non-canonical Hh signaling pathway induces the expression of *GLI1* and contributes to the nuclear accumulation and transcriptional activity of GLI1 in cancer cells [1]. Indeed, pancreatic cancer cells, a representative type of cancer exhibiting the Hh signaling-dependent proliferation, express GLI1 predominantly in the cytoplasm, whereas the GLI1 expression is undetectable in normal pancreatic duct epithelium [27, 28]. By contrast, our study revealed that normal mammary duct epithelium expressed GLI1 predominantly in the nucleus, as previously reported [3]. At present, we do not know the biological role(s) of the GLI1 and GLI2 expression in the mammary duct epithelium; one possibility is that the expression of AEBP1, following GLI1 activation by TSHZ2 down-regulation, is prepared for the lactation, which requires the expression of AEBP1 [29].

In sum, we identified down-regulation of TSHZ2 as a key for the release of GLI1 from a CtBP-containing corepressor complex to lead the activated expression of GLI1 target genes during mammary tumorigenesis, and we speculate that in addition to GLI1 TSHZ2 might control other transcriptional regulators, which highlight the role of TSHZ2 in the development and progression of breast cancer.

## MATERIALS AND METHODS

### Cells and cDNA

Human breast cancer cell lines were obtained from the ATCC. Normal human mammary gland duct epithelium (HMEC) was purchased from LONZA. Immortalized normal human mammary gland duct epithelium (HMEC4*htertshp16*) was kindly gifted from Dr. Tohru Kiyono (the National Cancer Center Research Institute, Japan) and Dr. Denis Galloway (Fred Hutchinson Cancer Research Center). cDNA samples generated from breast cancer tissues and corresponding normal mammary tissues of two independent cases were purchased from BioChain.

### Microarray analysis

Total RNA was purified from cells for cDNA microarray analysis using Agilent 4×44K cDNA microarrays (Agilent Technologies) as previously described [27]. The microarray data are available online via the Gene Expression Omnibus (GEO) under the accession numbers GSE64350 [16] and GSE64351.

### Plasmid and lentiviral vectors

Expression vectors were constructed as follows: myc-tagged human TSHZ1, TSHZ2, TSHZ3 and mutated or deleted TSHZ2 from pCMV-3Tag (Agilent Technologies); DsRed-tagged human TSHZ2 from pDsRed-monomer (Clontech); GAL4-fused TSHZ2 from pBIND (Promega); HA-tagged or FLAG-EGFP-tagged human GLI1 and GLI2 and FLAG-tagged human CtBP2 from pCMVTNT (Promega); and EGFP-tagged GLI1 and GLI2 from pEGFP-C (Clontech). Mutated and deleted TSHZ2 constructs were generated via PCR-amplification. Luciferase reporter vectors were constructed as follows: pG5TKluc from UAS-containing pG5luc (Promega) modified by the introduction of the thymidine kinase minimal promoter (TKmini); wtGBSx4TKLuc and mutGBSx4TKLuc from the luciferase reporter pGL3 (Promega) modified by the introduction of four copies of the wild-type or mutated GLI-binding site of the human *CXCR4* promoter. Lentiviral vectors expressing either human TSHZ2, GLI1 or LacZ were constructed from the CSII-CMV-MCS-IRES2-Bsd plasmid, which was kindly provided by Dr. Hiroyuki Miyoshi (RIKEN BioResource Center, Japan).

### Luciferase reporter assay and qRT-PCR

Luciferase reporter assays were conducted using the Dual-Glo luciferase system co-transfected with a control *Renilla* luciferase expression vector (Promega) as previously reported [7]. Quantitative RT-PCR (qRT-PCR) was performed using a StepOnePlus real-time PCR system (Applied Biosystems) in conjunction with probes for TaqMan Gene Expression Assays (Applied Biosystems) according to the manufacturer's protocol.

### siRNAs, antibodies and immunoprecipitation

The following 21-nucleotide duplex siRNAs against human TSHZ2 (siTSHZ2-1, siTSHZ2-2), as well as a control (siControl), were synthesized: siTSHZ2-1, 5′-caauuugguaaugaaguaudTdT-3′ and 5′-auacuucauuaccaaauugdTdT-3′; siTSHZ2-2, 5′-guagaagaauuauuaaguudTdT-3′ and 5′-aacuuaauaauucuucuacdTdT-3′; and siControl, 5′-acacauuacaucuauguaadTdT-3′ and 5′-uuacauagauguaaugugudTdT-3′. The following antibodies were used: anti-TSHZ2 antibody (LS Bioscience), anti-GLI1 (Novus), anti-CtBP2 (BD Biosciences), anti-CXCR4 (BioLegend), anti-AEBP1 (LSBio), anti-GAPDH (Santa Cruz Biotechnology), anti-myc tag, anti-HA tag (Cell Signaling), and anti-DYKDDDDK (FLAG) tag (Transgenic, Japan). Immunoprecipitation was performed as previously reported [30].

### Immunohistochemistry and *in situ* proximity ligation assay

From the archives of the Department of Pathology at Aichi Medical University Hospital, 36 mammary tissues harboring invasive ductal carcinoma of no special type (20 cases of estrogen receptor (ER)-positive cancer and 16 cases of ER-negative cancer) along with 18 normal tissues were selected for the study based on the availability of tissue samples. The use of the samples was approved by the Institutional Ethical Review Board. Serial sections from formalin-fixed, paraffin-embedded tissue samples were subjected to immunohistochemical staining. The immunoreactivity was semiquantitatively scored with a three-tiered scale (negative, 0; weak, 1; moderate, 2; strong, 3) and compared using a Mann-Whitney *U* test, as previously reported [28]. The correlations between TSHZ2 and AEBP1/CXCR4/GLI1 expressions were examined by Spearman's correlation coefficient. The subcellular distribution of GLI1 was estimated as one of three patterns: the nuclear dominant pattern, the cytoplasmic dominant pattern or both of nuclear and cytoplasmic distribution. The correlation between TSHZ2 expression and GLI1 distribution was examined by Fisher's exact probability test. SPSS software was used for the statistical analyses. For *in situ* proximity ligation assays, 2 μm tissue sections were cut from formalin-fixed, paraffin-embedded blocks of human mammary glands and were treated with the Duolink *In situ* PLA kit (Sigma) according to the manufacturer's protocol, as previously reported [31].

## SUPPLEMENTARY MATERIAL FIGURES AND TABLE

How the deposited data were processed for this re-analysis (not part of the article)

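Gene expression was compared between MCF-7 TSHZ2 and MCF-7 LacZ cells, with 1 array per condition. The authors deposited 1-colour Agilent scanner files of spot intensity, as Agilent Feature Extraction 10.7.1.1 gave them after background subtraction, and a value table of 50739 rows. In that deposited table the intensity is linear and is the probe's mean processed signal divided by the array's 75th percentile: among probes above 5, 99.4% of the MCF-7 LacZ values and 99.9% of the MCF-7 TSHZ2 values lay within 1% of the processed signal divided by 742.9 and 589.9. Its column medians were 0.066 for MCF-7 LacZ and 0.071 for MCF-7 TSHZ2, and it is not on a log scale or centred.

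From the scanner files, control spots and spots with feature outlier flags were left out (359 flagged non-control spots for MCF-7 LacZ and 329 for MCF-7 TSHZ2). The log2 of the processed signal was averaged over the spots of a probe and set relative to the array's 75th percentile over non-control probes. The files have no gene symbol column, which the planned rule had assumed, so symbols came from RefSeq accessions in the GRCh38.p14 gene table, without versions and without its coordinates. Probes with other kinds of accession stayed unnamed. Some symbols are newer than the paper's: C1orf43 is LTAP1, RAG1AP1 is SLC50A1, SDPR is CAVIN2 and FAM189A2 is ENTREP1. The files have no mean foreground signal column either, so normexp background correction (offset 50, limma 3.58.1 in R 4.3.3) used the median foreground and background signals. Of 10 quality metrics in each header, 9 were in Agilent's range on each array, and the net signal of the negative controls was out of it. The 7 E1A spike-in probes well above background on both arrays had an SD of 0.042 in their log2 difference. Signal over background and the number of arrays limit the precision.

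Apart from genes said to be picked out after their values were seen, the genes named were fixed by a rule before the data were examined. They included every gene the study names in its screens and assays, and housekeeping and line identity genes for checks. The 10 largest differences in each direction came from genes well above background on both arrays whose other probes went the same way. The 5 largest in each direction came from genes well above background on 1 array alone. Up to 4 genes past 2-fold came from each of 35 gene lists. The gene lists were also written before the data were examined. A list's median was placed among 10000 random lists of the same size, matched on mean level in 20 bins, for the 34 lists with at least 3 tested genes. Alternatives covered the scaling, background, detection filter, floor, outlier spots, choice of probe and fold threshold, and those added later are named as such. The counting and list steps were tested on data simulated from the MCF-7 LacZ array, with 200 bright genes of known difference. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.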

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

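All tests below were chosen after the list medians of the main analysis were seen, and only the lowess list medians had not been seen when their test was set. The results here are medians of gene lists other than the 4 built around the paper's genes that lay among the outermost 0.1% of random lists on either side, against the MCF-7 LacZ control array. The chemokine list holds CXCR4 and CXCL12, which the paper discusses, and the estrogen list CXCL12. Without scaling, which moved the median of all genes from -0.01 to -0.34, the medians below kept their sign except that of the luminal markers (-0.01). The higher ones shrank, to 0.98 for interferon-induced, 0.28 for basal, 0.22 for p53, 0.17 for immediate early and 0.04 for estrogen-induced genes. The mitosis and replication medians fell to -1.70 and -1.56.

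Interferon-induced genes had a median log2 difference of 1.31 in MCF-7 TSHZ2 cells. Scaling between the arrays does not account for it, since a wrong factor would move the E1A spike-in probes with the list, and these differed by 0.23 (SD 0.042 over 7 probes). Leukocyte RNA in the sample cannot be excluded: the 7 leukocyte markers of low level on the MCF-7 LacZ array had a median of 0.01 (standard error 0.24) but went both ways, from -0.64 to 1.12, the highest being LST1 at 1.12. LST1 was under 2-fold without scaling (0.79) and with lowess (0.97), normexp (0.60) and E1A spike-in scaling (0.89), and past 2-fold in the other settings. The state of the culture or of the transduced population rather than TSHZ2 also stays open: with 1 separate culture per condition, these cannot be told apart from TSHZ2 itself.

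Mitosis and cell cycle genes had a median of -1.36 and DNA replication genes one of -1.23. Lowess normalization left the mitosis median at -1.32, but this is no separate test of signal-dependent bias between the arrays. The mitosis list was flagged against random lists matched on mean level, so a correction by signal level could hardly have moved it. The medians of those random lists had a central range of -0.25 to 0.14, so genes of similar level did not share the shift. Scaling between the arrays is argued against by the E1A spike-in probes, which were higher by 0.23 where both lists were lower. The growth state of the culture, through density or nutrients, cannot be told apart from TSHZ2: 15 genes of the amino acid and ER stress list were at least 2-fold higher on the same array, and no second culture was measured.

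Amino acid and ER stress genes had a median of 0.83, chemokine receptors and their ligands 0.75, antigen presentation genes 0.63 and basal and myoepithelial markers 0.62. Of the 13 chemokine genes tested, 9 lay above 0 and 4 below. Only 1 was at least 2-fold higher, and 1, CXCR4 (-1.43), was at least 2-fold lower. Keratin genes had a median of 0.58, p53 target genes 0.56, immediate early genes 0.51, estrogen-induced genes 0.37 and luminal epithelial markers 0.32.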

How the results depend on the processing

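The 102 named genes past 2-fold kept their direction under all 8 other normalizations, backgrounds and probe choices, and between 77 (normexp) and 102 (median scaling) of them stayed past 2-fold. They were largely picked for their large differences, so they say little about the other calls. Of all 940 higher and 658 lower genes, 514 and 409 stayed past 2-fold with normexp, and 514 and 658 without scaling. With E1A spike-in scaling, chosen after seeing the data, 613 and 658 did. Under unmatched lists, quantile and lowess normalization (lowess for lists was added after seeing the data), every list median outside the central 95% of random lists stayed outside, and 2 values moved out of it, for TGF-beta and BMP genes with quantile normalization and for ribosomal protein genes with unmatched lists. E1A spike-in scaling shifts nearly every gene by 1 constant, so a list's place under it was not counted as a test. PTCH1 stayed past 2-fold in 3 of the 8 settings. The 4 Wnt target genes lower by 2-fold became none with normexp, and the 3 lower and 2 higher ADAM, ADAMTS, MMP and TIMP genes 1 and 1 with normexp, and 6 and none without scaling. Lower counts without scaling were 4 in place of 2 for textbook GLI target genes, 4 in place of 2 for cholesterol synthesis genes and 6 in place of none for heat shock genes. The main counts were 940 genes higher and 658 lower, 58.8% higher. No paired analysis was possible because each condition has 1 array. Higher and lower counts, with the percent higher, were 514, 1625 and 24.0% without scaling; 515, 428 and 54.6% with normexp; 1950, 1162 and 62.7% for probes in place of genes; 2220, 2041 and 52.1% at 1.5-fold; and 335, 124 and 73.0% at 3-fold. They were 613, 1222 and 33.4% with E1A spike-in scaling and 1581, 1030 and 60.6% with neither detection filter nor floor, both chosen after seeing the data. The higher count was 1576 (65.5% higher) with no detection filter and 1575 (65.5%) for spots positive and significant on 1 array. A count was taken as moved beyond 1.5 times and the share beyond its binomial interval, 56.4% to 61.2%, used as a tolerance only. By these, the share moved and neither count did with lowess (898, 700, 56.2%), detection on both arrays (725, 582, 55.5%) and the dim side at its own signal (945, 857, 52.4%). The bound for TSHZ2 was 1.85 with normexp and between 3.24 and 3.60 otherwise. Looser filters test more genes and fold thresholds set the counts by construction; for the rest the cause was not tested. Low signal over background limits DIO2, ADAM28 and TSHZ2 to bounds.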

Differences from the paper's values

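The paper's text gives 1612 up-regulated and 1114 down-regulated genes and names no threshold, whereas 940 genes were at least 2-fold higher and 658 at least 2-fold lower here. The counts of genes here cover only the 55.7% of probes matched to a symbol, with 1 probe per gene in the main count. The paper's text states no such restriction. Counts on probes were not limited to matched ones. Of the alternatives set before the data were examined, probes in place of genes (1950 and 1162), no detection filter (1576 and 831) and spots positive and significant on 1 array (1575 and 831) lay within 1.5 times the paper's value in both directions. The 1.5-fold threshold did so for the higher genes alone (2220), and no scaling (1625) and the dim side at its own signal (857) for the lower genes alone. The other alternatives set before did so in neither direction. Among alternatives chosen after seeing the values, neither filter nor floor gave 1581 and 1030, E1A spike-in scaling gave 1222 lower, and of 16 other settings counted on probes, 7 lay within 1.5 times the paper's value in both directions. The share of the paper's own genes that these drop was not counted, since no list of them was used here.

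The paper places TCEA2 among the genes lower in MCF-7 TSHZ2 cells. On the arrays TCEA2 was higher, by 0.85, and between 0.52 and 0.90 over all normalizations run. The other 4 genes it names beside TCEA2 were lower.

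Figure 4A shows qRT-PCR, another assay than the arrays, with bars of SD, and its values were read by eye. The paper's value for TCEA2 is about -1.6 in Figure 4A, read by eye, against 0.85 here, and no alternative came within the error. For CXCR4 the paper's value is about -3.3 in Figure 4A, read by eye, against -1.43 here, and no alternative came within the error. For AEBP1 it is about -0.7 in Figure 4A, read by eye, against -1.46, and normexp (-0.86) came within the error while the other alternatives did not. For DIO2 it is about -1.0 in Figure 4A, read by eye, against a bound of -1.94, and normexp (-0.91) alone came within the range. For TMEM158 it is about -0.1 in Figure 4A, read by eye, against -1.17, and normexp (-0.42) alone came within the error. On the MCF-7 LacZ array the processed signals of AEBP1, DIO2 and TMEM158 were 281, 128 and 163, against 1420 for CXCR4 and 2770 for TCEA2. The normexp offset of 50 draws differences of dim probes toward 0 by construction. The matches for AEBP1, DIO2 and TMEM158 therefore do not show that normexp is nearer to the true difference.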

Other observations

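In this part the PSG and small nucleolar RNA classes and the TCEA2 tests were chosen after the values were seen, while the gene lists and the other named genes were fixed before. The PSG genes, which encode pregnancy-specific glycoproteins of the placenta and were picked out after their values were seen, were all higher in MCF-7 TSHZ2 cells: 7 of 7 tested passed 2-fold, with a median log2 difference of 3.08. Of these, 3 (PSG2, PSG3 and PSG5) were seen in MCF-7 TSHZ2 cells alone, so their values are bounds wherever the floor was used. The median is the value of PSG5. With normexp 6 of the 7 passed 2-fold, with a median of 1.93. They are near-identical in sequence and are not 7 independent measurements. Of 214 small nucleolar RNA genes, 22 were at least 2-fold higher and 9 at least 2-fold lower, from -2.28 to 3.96, with a median of -0.06. These were 14 and 29 without scaling and 14 and 4 with normexp. Of 28 hypoxia and glycolysis genes, 6 were at least 2-fold higher and none was 2-fold lower, with a median of 0.27, but -0.06 without scaling, with CA9 at least 6.65-fold higher (spot error 0.97), NDRG1 at 2.40 and VEGFA at 1.52, and CA9 at a bound of 1.37 with normexp.

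Of 24 cholesterol synthesis genes, 21 lay below 0 and 2 passed 2-fold, with a median of -0.34 and ACAT2 at -1.85. Without scaling 4 passed 2-fold, with a median of -0.67, with E1A spike-in scaling, chosen after seeing the data, 3 did, and with normexp 1. The 16 heat shock genes had a median of -0.35 with none past 2-fold, but -0.69 with 6 at least 2-fold lower without scaling, 4 with E1A spike-in scaling and 1 with normexp. Of 13 Wnt target genes, 4 were at least 2-fold lower and none was higher, with LEF1 at -1.30 and AXIN2 at -1.10, although the second probe of AXIN2 differed by -0.27. With normexp none of the 13 was 2-fold lower (LEF1 -0.61, AXIN2 -0.77). Cytosolic ribosomal protein genes had a median of 0.19, but -0.14 without scaling, and housekeeping genes one of 0.01, but -0.33 without scaling, with TUBB at -1.02, which was -0.99 with quantile normalization and -0.83 as the mean of its probes. Of the genes from the study's screen of breast cancers, AMOTL1 differed by 0.43, CRYAB by 0.27, ENTREP1 by -0.14, ATIC by 0.00, LTAP1 by 0.29 and SLC50A1 by -0.02. Without scaling they differed, in the same order, by 0.09, -0.06, -0.48, -0.34, -0.04 and -0.36. The second probe of ENTREP1 differed by 0.45. CAVIN2 was seen in MCF-7 LacZ cells alone with no bound. TSHZ1 differed by -0.28, and TSHZ3 was seen in MCF-7 TSHZ2 cells alone at a bound of 1.55 with a spot error of 0.64, but of 0.62 with normexp. CXCL12, the ligand of CXCR4, differed by 0.75, with its 4 probes from 0.19 to 1.1. Fibroblast, leukocyte and endothelial markers had medians of -0.06, 0.01 and -0.39, and -0.40, -0.32 and -0.73 without scaling.

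TCEA2 was higher in MCF-7 TSHZ2 cells against the direction the study gives. Scaling or background correction is argued against by the lowest value over all normalizations run, 0.52, more than 2 spot errors above 0. Swapped array labels are argued against by AEBP1, CXCR4 and DIO2, the 3 other genes whose qRT-PCR value in Figure 4A lies beyond its SD. All 3 were lower on the arrays, as in the figure, by over 2 spot errors. The paper already placed these 3 among the genes lower in MCF-7 TSHZ2 cells, so the argument rests on the separate qRT-PCR values. TSHZ2 was at least 3.58 higher on the array labelled TSHZ2, but whether its probe detects the introduced TSHZ2 is not known. A probe that detects another transcript cannot be excluded, because only 1 probe was matched to TCEA2 and its sequence was not used here.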
